A study of Mus musculus with 24 samples. Its data were reported in "Tissue-location-specific transcription programs drive tumor dependencies in colon cancer" (2024).

How the data were processed

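Cdx2 binding was mapped by ChIPmentation, a chromatin immunoprecipitation protocol in which sequencing adapters are inserted by a transposase while the chromatin is still on the beads. The organoids came from the proximal and the distal colon of 3 mice and had been kept for 4 months in WENR-plus medium, which contains Wnt3a, EGF, Noggin and R-spondin. For the WENR-minus groups, organoids were plated in WENR-plus medium for 2 days and then kept for 3 days without these factors. The 12 Cdx2 libraries form 4 groups of 3 by colon site and medium. A further 12 input libraries were listed as samples and were not analysed here, except as far as the authors had used them as the control of each peak call.

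Per the study's methods, the authors trimmed reads with Trimmomatic, aligned them to mm10 with Bowtie2, removed duplicates with Samtools and called peaks per library with MACS2 at a q-value of 0.01 against the matched input. The deposited lists hold 1 line per peak. Their score was made by the authors' MACS2 run as 10 times the −log10 q-value, truncated to a whole number. The fold enrichment deposited by the authors is a ratio of the pileup at the peak summit to the local background of the matched input. The −log10 p and −log10 q of each summit were likewise deposited by the authors. These values were used only to describe, rank and filter peaks within a list, since each was made against the depth and the input of its own library. The deposited files give summit positions as an offset in bp from the peak start. All positions below are 1-based. The lowest −log10 q in the 12 lists ran from 2.01 to 2.12, just past the q-value limit of the authors. The lists held no read counts per region, so the read-count comparison run in the study was not used here.

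The lists give no total read numbers, and the library totals stated in the supplement of the study were not used here. As a stand-in for depth, the pileup and the background of each peak were solved from its fold and its p-value, with a pseudocount of 1 added to both and a Poisson tail as in MACS2. This worked for 99.5% to 99.95% of the peaks of a list. The lowest background of a library was taken as its genome background, which rises with the depth of the library and its input scaling.

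Peaks on chromosomes 1 to 19, X and Y were analysed. Peaks on unplaced contigs and the mitochondrial genome were left out of the comparisons because their copy number in the genome is not known. The positions were checked against the GRCm38 genome sequence and the GENCODE vM21 annotation, the same assembly as mm10, and 0 peaks lay past the end of a chromosome. Peaks of the 12 lists that overlapped by at least 1 bp were merged into consensus regions, and a library had a region when one of its peaks overlapped it by at least 1 bp. A peak was assigned to a promoter when its summit was within 3 kb of a start site of any annotated transcript, then to an exon, an intron or intergenic sequence. The Cdx2 motif was TTTATKR (K for G or T, R for A or G) or its reverse complement within 50 bp of a summit, and the background was the same window placed 1000 bp to either side.

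Peak numbers were compared on the log2 scale with two-sided exact permutation tests, 3 libraries against 3, in which the smallest p is 0.1. Exclusive regions were those called in every library of one group and in no library of the other, and their number was set against the same count for every other split of the same libraries. Jaccard distances between libraries were taken over the regions called in at least 2 libraries. The share of the squared distances taken by replicate number, site and medium was computed in a balanced model of the 3 factors. Medium was permuted within the 6 organoid lines (64 labelings, smallest p 0.0312), site over the lines (20 labelings, smallest p 0.1) and replicate number over the lines of one site (6 labelings, smallest p 0.167). A line is the culture of 1 site and 1 replicate number. Principal components were taken from the centred presence matrix of regions called in at least 2 libraries. Promoter and motif shares were averaged over the media of a line and compared, 3 lines against 3, by exact permutation. Intervals of single shares are 95% Wilson intervals and cover counting error only. Correlations over the 12 libraries used 100000 permutations, with Benjamini-Hochberg adjustment over the 4 relations computed. This permutation treats the 2 libraries of a line as independent. Each correlation was therefore repeated with the mean of each replicate number removed and the values permuted within replicate numbers (13824 labelings), and without replicate 3. The tests of the 4 comparisons of peak number, the counts of exclusive regions and their splits, the shares of variance, the tests of promoter and motif shares, the alternatives except scaling to one depth, and the naming rule were chosen before the data were examined. The correlations, the difference of the medium effect between sites and the shares by class of region were added later, as were the tests of explanations in the last part, where their timing is given.

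The labels number the replicates of each group from 1 to 3, and the series has 3 mice. Whether the numbers pair the libraries was checked on the presence matrix after the group means had been removed. The correlation between libraries of 1 site and both media averaged 0.131 for the same number, where no pairing would give 0 (one-sided exact permutation of the numbers within groups, p = 0.0278, the smallest possible). Between sites it averaged 0.0738 (exact permutation p = 0.0694). In lists of equal length it averaged 0.245 within a site (exact permutation p = 0.0278) and 0.140 between sites (exact permutation p = 0.0417). Of the 6 pairs with the same site and number, 4 had a correlation over 0.1. Such a correlation could also come from handling the libraries of 1 number together, which the labels do not record. The numbers were read as mice. The lists leave this open between the sites, where the p was under 0.05 in lists of equal length and not in the lists as deposited. For numbers 1 and 2, other values go against a match between the sites. Without replicate 3, replicate number took 8.68% of the squared Jaccard distances, no more than with distal numbers 1 and 2 exchanged. The relative X pileup of numbers 1 and 2 was 0.07 and 0.33 for proximal and 0.39 and 0.09 for distal lines, closer after such an exchange. The organoid lines, the permutations and averages over lines and the paired alternatives rest on reading the numbers as mice. The paired alternatives compare groups within a replicate number, and their exact sign-flip p cannot go below 0.25.

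Genes and regions were named by a fixed rule. It took 14 genes that the study names as Cdx2 targets, as markers or as genes silenced in colon cancer (1 of them is not reported here), the 5 regions per direction exclusive to 1 site over both media with the highest mean rank of fold within their lists, and the 5 such regions among those called in all 12 libraries.

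The alternatives were stricter lists (−log10 q of at least 5, or fold of at least 5), lists of equal length (the 5608 peaks of each library with the lowest p-values, the length of the shortest list), all sequences included, regions built from windows of 100 bp to each side of the summits, a library having to cover 50% of a region, other distances, permutations and gene sets, the pairing by replicate number, and leaving out each replicate number in turn. Scaling to one depth was added after the peak numbers and backgrounds had been seen, and the correlations within replicate numbers and the test of the numbers after the results they address had been seen. It scales the pileup and background of every peak to the shallowest library and applies 1 p-value limit to all lists.

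The steps were tested on simulated data. Among 61454 regions over both media, all 200 planted proximal-only and 100 planted distal-only regions were found. They had been set in every library of one site and in none of the other, so this checks the counting only and not missed calls. The random draws around them, at the real list lengths, gave 51 proximal-only and 0 distal-only regions that had not been planted. A planted effect of replicate number raised its share of the distances from 19.2% to 34.5%. The pileup was recovered exactly for 99.96% of the 2476 simulated peaks whose p-value could be computed. Simulated peaks with a p-value too small to compute were left out. With the motif planted at 39.3% of summits over a background of 4.75%, it was found at 42.3%. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the figures matplotlib 3.10.9.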

Results

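Genome-wide binding of Cdx2, a homeobox transcription factor of the intestinal epithelium, was measured in normal organoids from the proximal and distal mouse colon. Each site was studied in WENR-plus medium, which holds the niche factors of colon stem cells, and in WENR-minus medium, which lacks them. Each of the 4 groups (proximal WENR-plus, proximal WENR-minus, distal WENR-plus and distal WENR-minus) had 3 libraries from independent mice, numbered 1 to 3. The labels give replicate numbers only, and the 2 media of 1 site and number were read as 1 organoid line, which makes 6 lines.

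The 12 peak lists differed widely in length. In proximal WENR-plus organoids the lists held 32033, 42192 and 13592 peaks for replicates 1, 2 and 3. In proximal WENR-minus organoids they held 27921, 15940 and 11409 peaks. In distal WENR-plus organoids they held 7378, 13371 and 5608 peaks, and in distal WENR-minus organoids 21040, 7895 and 7904 peaks. The median fold enrichment of a list over its input ran from 5.02 to 6.57, and the median peak width from 208 to 349 bp. The genome background recovered from the lists, a stand-in for depth, ran from 1.25 to 2.72 overlapping fragments. It averaged 2.02 ± 0.42 in the 6 proximal and 1.56 ± 0.35 in the 6 distal libraries (SD). Across the 12 libraries, log2 peak number rose with log2 background (Pearson r = 0.772, permutation p = 0.00386, Benjamini-Hochberg adjusted p = 0.00772 over 4 relations; Spearman rho = 0.797, permutation p = 0.00313). Without the 2 libraries farthest from the median background, r was 0.853. Within replicate numbers r was 0.778 (exact permutation p = 0.0186), and it was 0.824 over the 8 libraries without replicate 3. The labels give no sequencing batch or date.

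The first comparison asked whether the site of origin changes how many places Cdx2 occupies. In WENR-plus medium, proximal organoids had 29272 ± 14498 peaks and distal organoids 8786 ± 4068 peaks (mean and SD, n = 3 each). The difference in mean log2 peak number was 1.68, a 3.21-fold difference, with an SD of log2 values of 0.85 in the proximal and 0.64 in the distal group. All 3 proximal lists were longer than all 3 distal lists, and the two-sided exact permutation p was 0.1, the smallest that 3 against 3 libraries allow. The alternative that moved this value most was scaling all lists to one depth, which gave a log2 difference of 1.01 (exact permutation p = 0.2). In WENR-minus medium, proximal organoids had 18423 ± 8532 peaks and distal organoids 12280 ± 7587. The log2 difference was 0.65, within the spread of the replicates (exact permutation p = 0.3). The proximal list was the longer one for each of the 3 replicate numbers in both media, and the paired exact p was 0.25 in each medium, again the smallest possible. Whether the numbers pair the sites is open.

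The same test addressed the withdrawal of niche factors within a site. Proximal lists were longer in WENR-plus than in WENR-minus medium by a log2 difference of 0.62 (exact permutation p = 0.4), in 3 of 3 replicate numbers. The size of this value rested largely on replicate 2. It ran from 0.23 without replicate 2 to 0.83 without replicate 1. Distal lists were shorter in WENR-plus medium, with a log2 difference of −0.42 (exact permutation p = 0.5) and the lower value in 2 of 3 replicate numbers. This distal value rested on replicate 1, without which it was 0.13, and it was 0.078 after scaling to one depth. The effect of medium differed between the sites by a log2 value of 1.03, with an exact permutation p of 0.3. With the sites paired by number, the difference was positive in 3 of 3 replicate numbers. No difference in peak number between media exceeded the spread of the replicates.

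**Figure D1:**
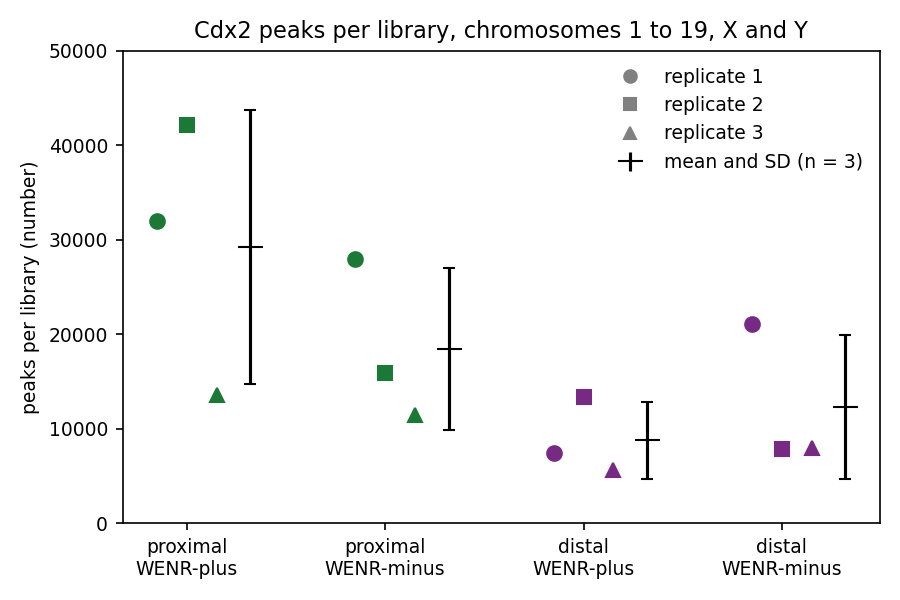
Number of Cdx2 peaks per library on chromosomes 1 to 19, X and Y (vertical axis) for the 4 groups, with a symbol per replicate number and the mean and SD (n = 3) beside them. The proximal WENR-plus lists, from 13592 to 42192 peaks, lie above the distal WENR-plus lists, from 5608 to 13371, while the WENR-minus groups overlap.

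Merging the 12 lists gave 61454 consensus regions, of which 25936 (42.2%) were called in 1 library and 35518 in at least 2. Only 2079 regions (3.38%) were called in all 12 libraries. Regions called in all 3 libraries of a group numbered 10387 for proximal WENR-plus, 6991 for proximal WENR-minus, 3254 for distal WENR-plus and 4397 for distal WENR-minus organoids. The overlap of 2 libraries was measured as the Jaccard index over the regions called in at least 2 of the 12 libraries. Regions of 1 library were left out, which raises the index. It averaged 0.470 between the media of 1 line (6 pairs, 0.323 to 0.602). It averaged 0.414 between replicates of 1 group (12 pairs, 0.302 to 0.710) and 0.365 between the sites for the same replicate number and medium (6 pairs, 0.242 to 0.471). Between libraries of the same medium with another site and another replicate number it averaged 0.299 (12 pairs, 0.159 to 0.456).

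Which factor the binding profiles followed was measured as the share of the squared Jaccard distances between libraries. Replicate number took 25.8% against 18.2% by chance (exact permutation p = 0.333, smallest possible 0.167), and site took 23.6% against 9.09% by chance (exact permutation p = 0.2, smallest possible 0.1). Medium took 7.39% against 9.09% by chance (exact permutation p = 0.25, smallest possible 0.0312). The 6 organoid lines together took 61.9% against 45.5% by chance. Each chance value is the mean over free shuffles of the 12 libraries, not over the restricted permutations that gave the p-values. A medium share under its chance value is therefore not a low share for its own test. The share of replicate number rested on replicate 3, since it was 8.68% without it. The share of medium moved most when it was taken from the ranks of fold at the regions called in all 12 libraries, where it was 17.2% (exact permutation p = 0.0312). In lists of equal length it was 10.6% (exact permutation p = 0.0312). These are the 2 alternatives under which medium passed 0.05.

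In the principal component analysis of region presence, PC1 held 38.1% of the variance and followed list length. Its score correlated with log2 peak number at Pearson r = 0.976 (permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 4e-05) and Spearman rho = 0.972 (permutation p = 2e-05), and r was 0.974 without the 2 farthest libraries. Within replicate numbers r was 0.968 (exact permutation p = 7.23e-05), and without replicate 3 it was 0.983. Site took 41.7% and replicate number 31.1% of PC1, and medium 1.34%. With every list reduced to its 5608 strongest peaks, the components separated by factor. PC1 then held 21.5% of the variance, of which replicate number took 81.8%. PC2 held 19.1%, of which site took 98.4%, and PC3 held 10.4%, of which medium took 90.6%.

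**Figure D2:**
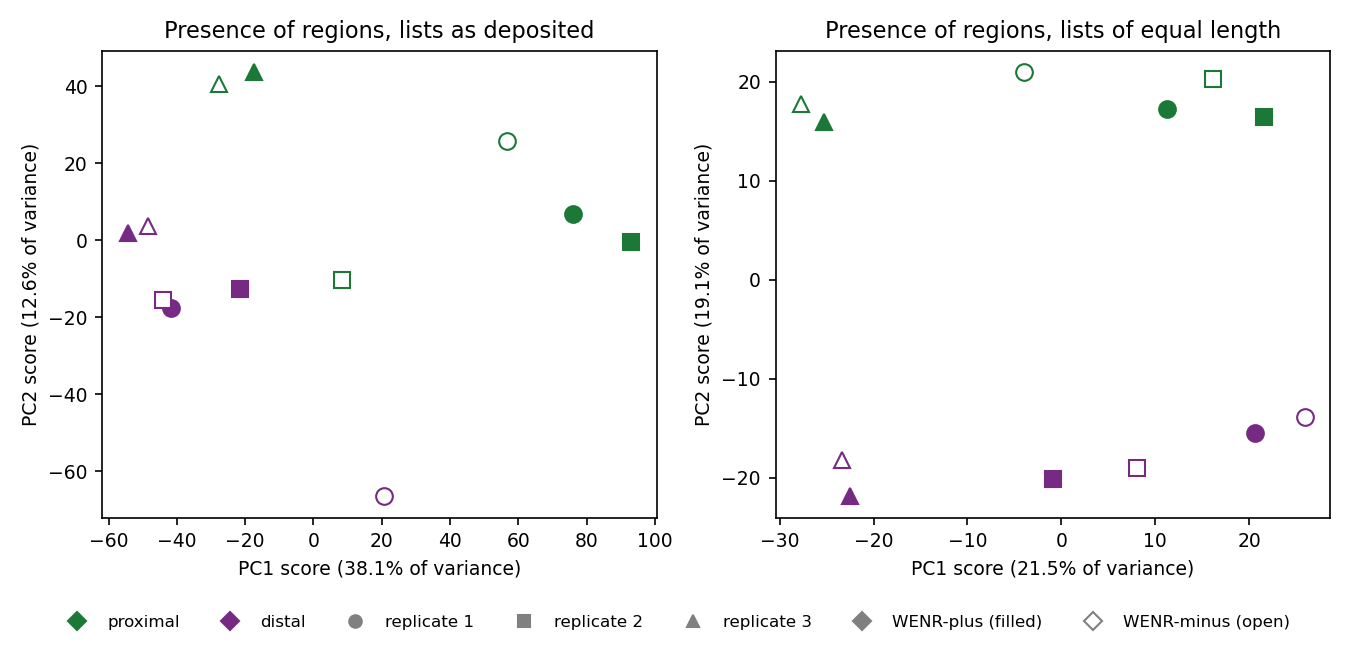
Scores of the 12 libraries on the first principal components of region presence, from the lists as deposited (left) and from lists of 5608 peaks each (right), with colour for site, symbol shape for replicate number and filled or open symbols for WENR-plus or WENR-minus medium. In lists of equal length the libraries of replicate 3 lie to the left on PC1 (21.5% of variance), and proximal and distal libraries part on PC2 (19.1%).

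Regions called in all libraries of one group and in none of the other were counted to find places bound at 1 site only. In WENR-plus medium 2885 regions were proximal-only and 92 were distal-only, while 2911 regions were called in all 6 libraries. In WENR-minus medium 1254 regions were proximal-only and 205 distal-only, with 3305 regions called in all 6 libraries. Over both media, 640 regions were called in all 6 proximal and no distal library, and 34 in all 6 distal and no proximal library. Among settings that keep this definition and all libraries, lists of equal length moved the proximal-only counts most. In these, 344 regions were proximal-only and 226 distal-only in WENR-plus medium, 473 and 204 in WENR-minus medium, and 134 and 64 over both media. In WENR-plus medium the proximal-only count rose to 12173 without replicate 3, whose proximal list was the shortest of its group. A Fisher's exact test per region, 6 proximal against 6 distal libraries, left 0 of 35518 regions with an adjusted p under 0.05. It could pass none, since the smallest p of 6 against 6 libraries, 0.00216, was reached by 674 regions and gave the lowest adjusted p of 0.114. At an unadjusted p under 0.05 it gave 1761 regions called more often in proximal and 100 called more often in distal libraries.

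For the media, 455 regions were called only in WENR-plus and 73 only in WENR-minus proximal organoids, against 6005 called in all 6 proximal libraries. In distal organoids 79 regions were called only in WENR-plus and 252 only in WENR-minus medium, against 2445 called in all 6 libraries. The balance between the media changed with the lists used. Proximal organoids had 57 WENR-plus-only and 146 WENR-minus-only regions in lists of equal length. Distal organoids had 160 and 105 such regions after scaling to one depth. Single replicates weighed on these counts too. Without replicate 3 the proximal WENR-plus-only count was 4982, and without replicate 1 the distal counts were 614 WENR-plus-only and 409 WENR-minus-only.

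**Figure D3:**
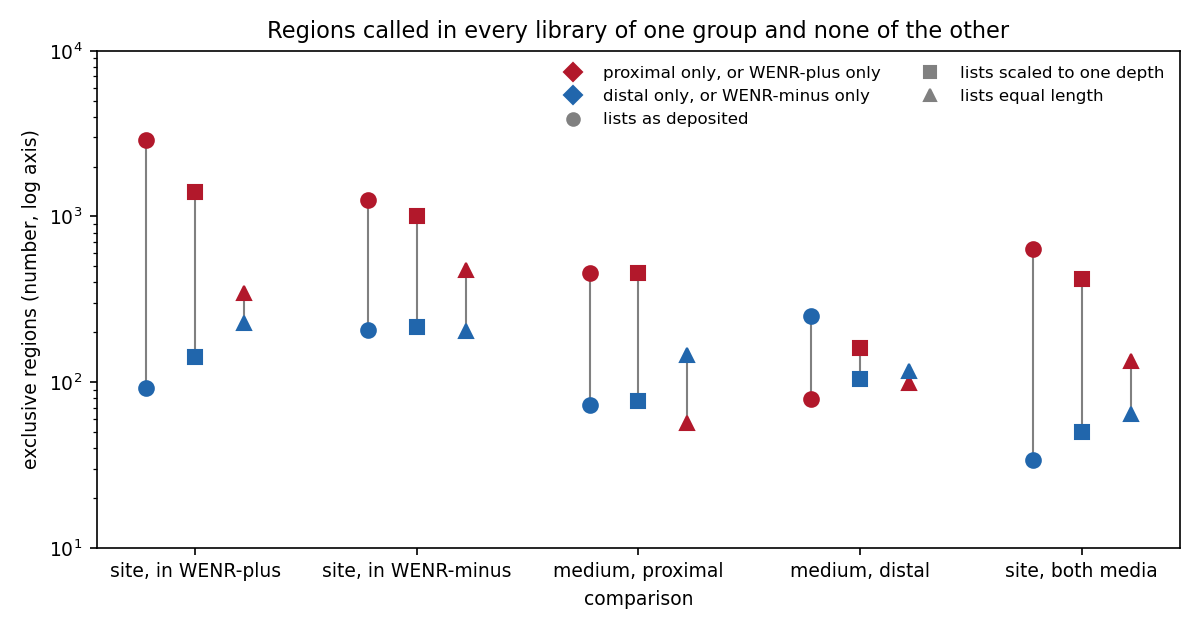
Number of regions called in every library of one group and in none of the other (vertical log axis) for the 5 comparisons, from lists as deposited (circles), scaled to one depth (squares) and of equal length (triangles). Proximal-only regions outnumbered distal-only regions under each kind of list, by 2885 to 92 in WENR-plus medium as deposited and by 344 to 226 in lists of equal length.

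The position of Cdx2 peaks relative to genes was compared next. On average over the 12 libraries, 18.7 ± 2.43% of peaks lay within 3 kb of a transcription start site, 2.04 ± 0.0881% in exons, 35.9 ± 1.73% in introns and 43.3 ± 4.14% between genes (SD, n = 12). The promoter share depended most on the definition of a promoter and was 7.05% when the distance was 1 kb. With start sites of protein-coding genes only it was 12.1%. The share of a single list ran from 15.7% (95% Wilson interval 15.4 to 16.1%) in proximal WENR-plus replicate 2 to 22.5% (21.5 to 23.7%) in distal WENR-plus replicate 3. The 3 proximal lines averaged 18.1 ± 2.86% and the 3 distal lines 19.4 ± 2.40% (SD), a difference of −1.23 percentage points that was smaller than the spread between lines (exact permutation p = 0.6). This difference kept its sign when 1 replicate number was left out, but ran from −1.93 points without replicate 1 to −0.17 points without replicate 2. Longer lists had lower promoter shares (Pearson r = −0.736, permutation p = 0.00834, adjusted p = 0.0111; Spearman rho = −0.720, permutation p = 0.0107). Without the 2 libraries farthest from the median peak number, r was −0.576. Within replicate numbers it was −0.672 (exact permutation p = 0.0435), and without replicate 3 it was −0.676.

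Genes with a region called in all 3 libraries of a group within 3 kb of a start site numbered 2453 in proximal WENR-plus, 1660 in proximal WENR-minus, 838 in distal WENR-plus and 1099 in distal WENR-minus organoids. Of these, 565 genes were shared by the 4 groups and 2775 were found in at least 1 group. Both numbers depended on the rule. Asking for 2 of the 3 libraries gave 1195 shared genes and 5246 in at least 1 group. Lists of equal length gave 311 and 1153, and start sites within 1 kb gave 248 and 1229. Protein-coding genes made up 323 of the shared genes and 1601 of those in at least 1 group.

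To see whether the lists hold sites of the antibody target, the Cdx2 motif was counted at the summits. It lay within 50 bp of 57.3 ± 5.93% of summits (SD, n = 12 libraries, 48.0 to 65.5%), against 10.9 ± 0.800% of windows 1000 bp away. The share moved most with a window of 100 bp to each side, where it was 76.4%. Proximal lines averaged 56.6 ± 5.63% and distal lines 58.0 ± 6.82% (SD, 3 lines each), a difference of −1.41 percentage points (exact permutation p = 0.9). The sign of this difference was not stable, as it was 0.79 points without replicate 1 and 3.86 points in lists of equal length. Motif share showed no relation to log2 peak number (Pearson r = 0.252, permutation p = 0.421, adjusted p = 0.421; Spearman rho = 0.245, permutation p = 0.440; r = 0.273 without the 2 farthest libraries). Within replicate numbers r was −0.425 (exact permutation p = 0.253) and without replicate 3 it was −0.358, so that even its sign was not stable.

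Regions called in more libraries carried the motif more often. It lay at 69.2% (95% Wilson interval 67.1 to 71.1%) of the summits of the 2079 regions called in all 12 libraries and at 51.7% (51.1 to 52.3%) of those called in 1 library. The share was 58.3% (54.4 to 62.0%) at the 640 proximal-only and 58.8% (42.2 to 73.6%) at the 34 distal-only regions. These near-equal shares did not hold in lists of equal length. There the share was 71.6% at 134 proximal-only and 53.1% at 64 distal-only regions, a difference that was not tested. Promoters made up 17.5% (14.8 to 20.6%) of the proximal-only, 17.6% (8.35 to 33.5%) of the distal-only and 21.5% (19.7 to 23.3%) of the regions called in all libraries.

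Of the genes looked at one by one, Hnf4a, Car1, Vil1 and Krt20 had a promoter peak in all 12 libraries. Hnf4a (chromosome 2, 163506808 to 163572910) had a peak region at 163552452 to 163553044 in 12 libraries, 2613 bp from the nearest annotated start site by the median summit, and a region at 163506195 to 163506768 at its upstream start site in 7, all 6 proximal libraries and distal WENR-plus replicate 2. The fold percentile of the former region varied widely, from 1.65 to 82.5 with a median of 62.5. Hnf4a kept a promoter peak in only 4 of 12 lists of equal length and in 9 of 12 lists at a −log10 q of at least 5. Car1 (chromosome 3, 14766216 to 14808368) had a region at 14779871 to 14780956 in all 12 lists, with a median fold percentile of 98.3 and the motif at 11 of 12 summits. A second Car1 region in all 12 lists, at 14806598 to 14807766, lay near its upstream start site and had a median fold percentile of 82.97. Krt20 (chromosome 11) had a region at 99436310 to 99437431 with a median fold percentile of 98.9 and the motif at all 12 summits. Vil1 (chromosome 1) had a region at 74408460 to 74409166 with the motif at 11 of 12 summits. Car1 and Krt20 kept a promoter peak in all 12 lists of equal length, and Vil1 in 10.

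**Figure D4:**
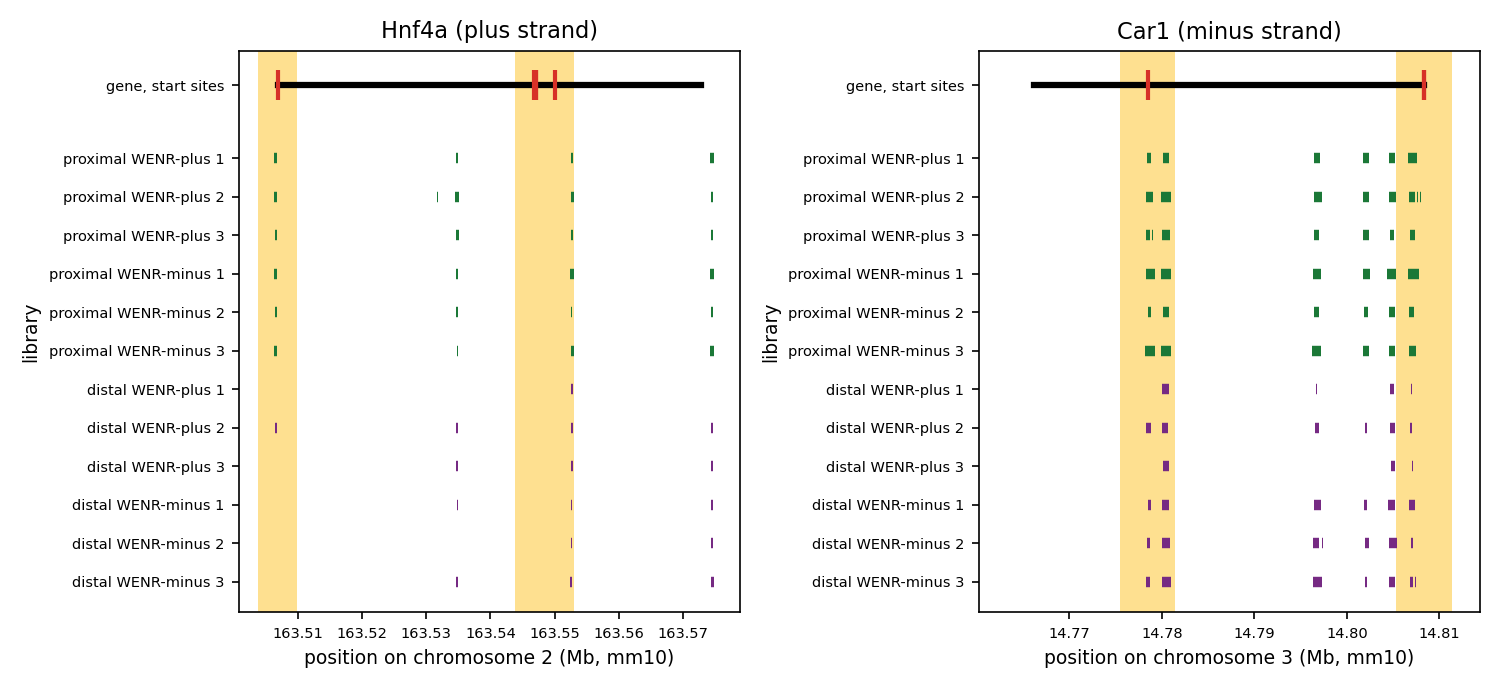
Cdx2 peaks of each library (bars, 1 line per library, proximal in green and distal in purple) along Hnf4a on chromosome 2 and Car1 on chromosome 3, with position in Mb of mm10 on the horizontal axis, the gene as a black line, start sites in red and the 3 kb promoter windows shaded. At Hnf4a the region at 163552452 was called in 12 libraries and the region at 163506195 in 7, and at Car1 the region at 14779871 was called in 12.

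Fabp2 had a promoter peak in 3 proximal WENR-plus and 2 proximal WENR-minus libraries and in 0 distal libraries. The Cdx2 gene itself had one in 3 proximal WENR-plus, 1 proximal WENR-minus and 1 distal WENR-minus library. Muc2 had one in 2 proximal WENR-plus libraries and 1 distal WENR-plus library, and Cdkn2a in 1 proximal WENR-plus, 2 proximal WENR-minus and 1 distal WENR-minus library. In lists of equal length Fabp2 kept its peak in 1 library, Cdx2 in 0, Muc2 in 2 and Cdkn2a in 1, so that these differences between sites were not separable from list length. Ephb2, Lgr5, Ascl2, Sfrp4 and Sox17 had no promoter peak in any list.

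The proximal-only regions with the highest rank of fold lay on chromosome 5 at 133112907 to 133113921 (mean fold percentile 99.4 over the 6 proximal lists), on chromosome 4 at 35991765 to 35993592 (99.4) and on chromosome 10 at 118277685 to 118278930 (98.9) and 118220567 to 118221716 (98.8). The chromosome 5 region was intergenic, with the nearest protein-coding start site, of Auts2, 570 kb away. The chromosome 4 region was intronic, 64.1 kb from a start site of Lingo2. The pair on chromosome 10 was intergenic, 14.8 kb from a start site of Iltifb and 16.2 kb from one of Il22. The fifth lay in the Hoxb cluster on chromosome 11 at 96315908 to 96317043 (98.8), 0.664 kb from a start site of Mir10a and 1.77 kb from one of Hoxb4. Of these 5 regions, 4 had the Cdx2 motif within 50 bp of the summit, such as TTTATGG at 96316461 to 96316467.

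The 5 distal-only regions named by the same rule had lower ranks. They were the top of 34 regions against the top of 640, which favours higher ranks in the larger set by selection alone. The ranks of the whole classes were not compared. The highest of the 5 distal-only regions, on chromosome 3 at 93162287 to 93163232 (mean fold percentile 96.5 over the 6 distal lists), was intergenic, 14.5 kb from a start site of Crnn, and had TTTATGG at 93162734 to 93162740. The others were intronic regions on chromosome 9 at 18560925 to 18561728 (90.7), chromosome 12 at 82849425 to 82850033 (88.3) and chromosome 6 at 148280522 to 148281081 (82.6), and a region on chromosome 6 at 4612242 to 4613000 (86.0), 2.48 kb from a start site of the predicted gene Gm44432. None of these other 4 had the motif within 50 bp of the summit. The regions of all 12 libraries with the highest rank lay on chromosome 1 at 71475323 to 71476845, chromosome 4 at 49469242 to 49470671, 3.91 kb from a start site of Acnat1, chromosome 5 at 99009807 to 99011677, chromosome 9 at 5285591 to 5287230, 12.3 kb from one of Casp1, and chromosome 13 at 100327597 to 100329279, 10.6 kb from one of Naip6. Their mean fold percentiles ran from 99.8 to 99.9. All 15 of these regions were called in the same number of libraries in lists of equal length and at a −log10 q of at least 5. They were chosen for their high ranks of fold, so this says little about the other regions of their classes.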

Values the study reported

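The study reported that about 12.5% of the Cdx2 binding sites lay at promoters and that over 75% lay in introns or between genes. It counted 1651 genes with Cdx2 near their promoters, taken as ±3Kb around the start site, in proximal and distal organoids over both media.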

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

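The tests in this part were chosen before their results were seen. Every list also held peaks outside the chromosomes that were compared, on unplaced contigs and on the mitochondrial genome, and these were used in no comparison. They numbered from 63 to 104 per library, of which 1 to 9 were mitochondrial. They drew attention because a signal stood in sequence that the comparisons leave out.

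A technical source, sequence in more copies than the reference holds and present in the input too, was tested on the background recovered from the control. At these peaks the background was, in the median library, 139 times the genome background, and it was at least 10 times the genome background in 9 of 12 libraries. At chromosome peaks the median ratio did not exceed 1.00 in any library. The exceptions were proximal WENR-plus replicates 1 and 2 and proximal WENR-minus replicate 1, where the median ratio ran from 1.49 to 2.44. In every library, though, a larger share of these peaks (23.3% to 78.8%) than of chromosome peaks (at most 1.13%) had 10 times the genome background. These values are consistent with repeated sequence that is short of copies in the assembly as the source of many of the peaks, while those with an ordinary background stay unexplained.

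The number of such peaks was 84 ± 17.5 in the 3 proximal and 86.7 ± 16.2 in the 3 distal lines (mean and SD), with an exact permutation p of 0.7. A difference between sites of this size and no difference cannot be told apart with 3 lines each, and neither a medium effect nor any other biological source was tested.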

How the results depend on the processing

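Scaling to one depth is the alternative in this part that was chosen after the data had been seen. For peak number, 30 of 32 values under alternatives kept their direction. The 2 that did not belong to the distal comparison of media, whose log2 difference was 0.078 after scaling to one depth and ran from −1.003 to 0.13 when 1 replicate number was left out, with the sign changing without replicate 1. No exact test of 3 against 3 libraries can pass 0.05, so the p-values say nothing about stability here.

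Proximal-only regions outnumbered distal-only regions under every alternative except a test per region that could not decide. Fisher's exact test passed 0 regions in either direction at an adjusted p under 0.05 (1761 and 100 at an unadjusted p under 0.05), but its smallest p of 0.00216, reached by 674 regions, gives an adjusted p of 0.114. The counts themselves moved. Requiring a fold of at least 5 lowered the proximal-only count to 1681 in WENR-plus medium and 421 over both media, and the distal count of WENR-minus-only regions to 135. Lists of equal length gave 344 proximal-only and 226 distal-only regions in WENR-plus medium, 473 proximal-only regions in WENR-minus medium, and 134 and 64 over both media. For the media they gave 57 WENR-plus-only and 146 WENR-minus-only regions in proximal organoids, which turns their balance round, and 116 WENR-minus-only regions in distal organoids. By construction these lists drop most peaks of the longer libraries. Requiring a library to cover 50% of a region left 33 distal-only regions in WENR-plus medium, 134 in WENR-minus medium, 26 distal WENR-plus-only regions, and 385 proximal-only and 7 distal-only regions over both media. Scaling to one depth gave 1410 proximal-only and 141 distal-only regions in WENR-plus medium, 418 proximal-only regions over both media, and 160 WENR-plus-only against 105 WENR-minus-only regions in distal organoids, again with the balance turned round. Allowing at least 5 of 6 libraries against at most 1 of 6 gave 2323 proximal-only and 131 distal-only regions, as a looser rule must. For the coverage rule the cause was not tested.

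Leaving out 1 replicate number loosens the definition, so the counts rose. Proximal-only regions ran from 3920 to 12173 and distal-only regions from 141 to 277 in WENR-plus medium, with 12173 reached without replicate 3. In WENR-minus medium they ran from 1991 to 2960 and from 413 to 481, and over both media from 895 to 1452 and from 52 to 86. In proximal organoids WENR-plus-only regions ran from 743 (without replicate 2) to 4982 (without replicate 3) and WENR-minus-only regions from 157 to 656. In distal organoids WENR-plus-only regions ran from 124 to 614 and WENR-minus-only regions from 409 to 1547. Without replicate 1 the distal balance turned round, to 614 against 409.

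The replicate block, which pairs libraries by replicate number and asks for 2 of 3 pairs in one direction and none in the other, is looser too. It gave 15167 proximal-only and 351 distal-only regions in WENR-plus medium, 5074 and 874 in WENR-minus medium, and 2441 and 126 over both media. For the media it gave 6453 WENR-plus-only and 759 WENR-minus-only regions in proximal organoids, and 725 and 1976 in distal organoids. The block changed no other call.

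Under the alternatives the share of variance ran from 20.1% to 34.2% for replicate number, except for 8.68% without replicate 3, and from 20.2% to 33.8% for site. For site, the share of 23.6% passed 0.05 under a free permutation of the 12 libraries (permutation p = 0.0104), which ignores that the libraries of a line are not independent. For medium it passed 0.05 in lists of equal length (10.6%) and by ranks of fold at regions of all 12 libraries (17.2%), each at the smallest exact permutation p of 0.0312. Over all alternatives on the 12 libraries with permutation within lines, the p for medium ran from 0.0312 to 0.25, and the cause was not tested.

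The mean promoter share was 12.1% with protein-coding start sites only and 7.05% within 1 kb, by construction. The mean motif share was 64.4% in lists of equal length, 76.4% with 100 bp to each side and 74.1% with the shorter motif TTTAT. The motif difference between sites, −1.41 points as reported, was 3.86 in lists of equal length and ran from −3.45 to 0.79 when 1 replicate number was left out, with the sign changing without replicate 1. For lists of equal length the cause was not tested. Genes shared by the 4 groups numbered 1195 with 2 of 3 libraries, 311 in lists of equal length, 323 when only protein-coding genes counted and 248 within 1 kb. Genes in at least 1 group numbered 5246, 1153, 1601 and 1229 under the same settings, and from 3055 to 4762 when 1 replicate number was left out (4762 without replicate 3). Of 90 values for genes per group and for the named genes and regions, 67 stayed within their interval or within 1.5 times, and 23 moved. Scaling to one depth was tried for peak numbers and exclusive regions only, and a region missing from a short list is not shown to be unbound.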

Other observations

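The comparison of proximal-only with distal-only regions in lists of equal length and the test of X pileup were chosen after the results they address had been seen. The other tests in this part were chosen before their own results were seen. How 3 outcomes were read was made stricter after their values were seen. As first written, a ratio of proximal-only to distal-only regions over 1.5 would have counted against depth and against list length, and any group in which replicate 3 lost its place would have counted for GC bias. These are left open here because other splits gave ratios as high and because replicate 3 kept its place in 3 of 4 groups.

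Other splits of the same libraries were counted for each number of exclusive regions, both directions together. For site in WENR-plus medium, 1 of the 10 splits of the 6 libraries, the real one, gave as many as 2977 regions. For site in WENR-minus medium 2 of the 10 splits gave as many as 1459. The other one, with 2711 regions, set proximal replicates 1 and 2 and distal replicate 1, which have the longest lists of that medium, against the rest. For the media, 4 of the 10 splits gave as many regions as the real 528 in proximal organoids and 4 of the 10 as many as the real 331 in distal organoids. In lists of equal length and after scaling to one depth, the real split gave the most regions of the 10 for site in both media. For the media, 3 of the 10 splits gave as many as the real one at each site in lists of equal length. After scaling to one depth it was 2 of the 10 in proximal and 4 of the 10 in distal organoids. Splits of 10 cannot give a share under 0.1, so these counts leave chance open. Among the 4 splits that part the libraries of every replicate number, the real one was highest for site in both media, whichever lists were used. For medium, in the lists as deposited, the real one was highest in proximal organoids and 2 of 4 gave as many in distal organoids. In lists of equal length and after scaling to one depth, the real one was highest of the 4 for medium at both sites, unlike among the 10 splits. Splits of 4 cannot give a share under 0.25, so chance stays open here too. Over both media the real split into 6 proximal and 6 distal libraries was the only 1 of 100 splits with as many as 674 regions, where the median split gave 1. Of the 10 splits of the 6 lines, 1, again the real one, gave as many, and the next highest gave 234.

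The excess of proximal-only over distal-only regions was weighed against a difference in sequencing depth between groups and against lists of unequal length. The ratio was 31.4 in WENR-plus and 6.12 in WENR-minus medium. After scaling to one depth it was 10 (1410 against 141) and 4.68. In lists of equal length it was 1.52 and 2.32. Simulated random draws at the real list lengths gave 51 proximal-only and 0 distal-only regions over both media that had not been planted. Unequal list length alone thus gave an excess in this direction. Of the 9 other splits in each medium, 3 were as lopsided as the real one in WENR-plus medium and 2 in WENR-minus medium after scaling to one depth, and 4 and 3 in lists of equal length. Depth, list length and a wider binding of Cdx2 in proximal organoids therefore cannot be told apart as sources of the excess, since these other splits, most of them with far fewer regions, gave such ratios too. A difference between colon sites stays open and untested in itself.

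Replicate 3 stood out on the X chromosome. Of its peaks, 2.21% to 3.08% lay on X in the 4 groups, against 4.45% to 6.81% in replicates 1 and 2. GC content and promoter share of the lists were argued against as the whole cause. Among peaks outside promoters in one GC band (34.3% to 38.3%), the X share of replicate 3 was still 0.698 times that of the others, lower in all 4 groups (3.38% to 4.04% against 4.39% to 6.87%), although the ratio over all peaks was 0.466, so that GC content and promoters may account for part of it. A candidate explanation is fewer copies of the X chromosome in the lines of replicate 3. At 2047 regions with a pileup in all 12 libraries, 49 of them on X, the log2 pileup of X regions relative to autosomes differed by −0.64 on average between replicate 3 and the others and was lower in replicate 3 in all 4 groups. The autosomes ranged from −0.08 to 0.06. The relative X pileup of the lines, averaged over media, was 0.07, 0.33 and −0.45 for proximal and 0.39, 0.09 and −0.38 for distal replicates 1, 2 and 3. This pattern was found and tested on the same data, and 1 replicate number, read as 1 mouse, carries it.

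Whether mouse 3 had 1 X and 1 Y chromosome and mice 1 and 2 had 2 X was tested on the Y genes Ddx3y, Uty, Kdm5d and Eif2s3y. Replicate 3 lists with a peak at their start sites numbered 0, as did the other lists. Peaks at their X partners were also rare, in 5 of 12 lists and in 1 of replicate 3, so the Y genes had little chance to show a peak. The methods of the study describe female mice, which goes against a Y chromosome, although these lists alone do not decide it. Loss of an X chromosome in culture and lower binding on X stay open.

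Replicate 3 also had the highest promoter share (21.1% to 22.5%, against 15.7% to 19.4%) and the lowest motif share (48.0% to 52.8%, against 55.7% to 65.5%) of its group in all 4 groups. Lists of unequal length were argued against, because the promoter share of replicate 3 was at least 20.5% in lists of equal length and stayed highest in all 4 groups, where the others reached 20.01%. A second technical source, promoter peaks without the motif, as from open chromatin pulled down without Cdx2, was argued against as the whole cause. Among peaks with the motif the promoter share of replicate 3 was at least 19.7%, against 14.3% to 18.1% in the others. GC content bias of the replicate 3 libraries stays open. The median GC content of their peaks was 39.8% to 40.3%, against 34.8% to 37.8%. Within one GC band replicate 3 stayed highest in promoter share in 3 of 4 groups and lowest in motif share in 3 of 4. A GC bias and a trait of mouse 3 cannot be told apart here.

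The sequence of the 640 proximal-only and 34 distal-only regions was compared for 8 motifs of transcription factors within 100 bp of the summits, by Fisher's exact test with adjusted p-values. None passed 0.05. The posterior Hox motif (CTCRTAAA) came nearest, in 4.84% of proximal-only and 17.6% of distal-only regions (exact p = 0.00784, adjusted p = 0.0627). With A for R this motif contains TCATAAA, a match to the Cdx2 motif searched here, so it does not mark Hox factors apart from Cdx2. In lists of equal length its shares were 9.70% and 10.9%. The SOX motif (ACAAAG) lay at 18.0% and 32.4% (exact p = 0.0432, adjusted p = 0.173). The adjusted p was 0.599 for the AP-1 motif (TGASTCA), the forkhead motif (TGTTTAC) and the KLF motif (GGGYGKGGC), 0.693 for the GATA motif (AGATAA) and the TEAD motif (GGAATG), and 1 for the HNF4 motif (CAAAGTCCA). With 34 distal-only regions, a difference in these motifs and none cannot be told apart. False peaks were argued against as the whole of the distal-only set, since its Cdx2 motif share of 58.8% had a lower 95% bound of 42.2%, above the 19.1% at its flanks.

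Genes with a promoter region in at least 1 group numbered 2775, or 1601 when only protein-coding genes counted. The former is higher than the value quoted from the study above. It takes genes of every type near a region called in all 3 libraries of a group. The study does not state how replicates were combined for its count, so the rules may differ and the values are not directly comparable.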
